A study of Mus musculus with 13 samples. Its data were reported in "Targeting GRPR for sex hormone-dependent cancer after loss of E-cadherin" (2025).

How the data were processed

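The data were lists of H3K27ac ChIP-seq peaks from 9 mouse melanoma cell lines. H3K27ac is acetylation of lysine 27 of histone H3, a mark found at active promoters and enhancers, and ChIP-seq sequences the DNA that an antibody against the mark brings down. Chromatin was fixed, sonicated and precipitated with an H3K27ac antibody, and libraries were sequenced on an Illumina instrument. Reads were aligned by the authors to the mouse genome GRCm38 (mm10) with bowtie2 on the European Galaxy server. The peak caller, its version and its settings are not stated. The 4 libraries of input chromatin were not analysed here, and which input served as the control of which list is not stated. Each list came from 1 cell line, so replicates had not been pooled before peak calling.

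Each list gives the position of every peak and values of that peak alone. The deposited score was the whole part of 10 times the −log10 q in at least 99.8% of the peaks of each list. Peaks were ranked by the −log10 q in place of the score set out in the design, since the score is its rounded-down form. The deposited fold enrichment is a linear ratio, taken from the column layout as the height of a peak over its local background. The −log10 p and −log10 q of each peak are also the authors' values, and the lowest −log10 q over the lists was above 5, which corresponds to a deposited q-value threshold of 1e-05. The other deposited column holds the offset of the peak summit from the start of the peak in bp. These values describe peaks within a list and were used here mainly to describe, rank or filter the peaks of that list. List medians of the fold and of the −log10 q were also set side by side. In a test of copy number, the median fold per autosome was taken relative to the other lists. No list held a repeated peak or peaks that overlapped each other. The methods of the study state that the libraries were pooled in equal amounts and sequenced to a common target depth. A peak list holds no read counts, so the depth each library reached is unknown and no counting interval could be given for a peak. A list from a deeper library or a stronger precipitation can be longer, and a region missing from a list is a region without a peak past the threshold, not a region without the mark.

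Lines were grouped by the sex and genotype in the labels, with line numbers as names. Replicates were numbered in the order of deposition, and a shared replicate number does not pair lines. The labels give no sequencing or library batch. Lines, not regions, were the replicates.

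Peaks of the 9 lists that overlapped or touched were merged into regions, and a list called a region when at least 1 bp of a peak overlapped it. Peak number, covered length and median peak width were compared by exact two-sided permutation tests of the difference between means. Group-specific regions were counted and the count was placed among the same count for the other ways of choosing the lists, which were all 84 choices of 3 lists, 100 splits of 5 against 4 lists drawn with a fixed seed, 10 splits of the female lists and 6 of the male lists. Overlap between lists was the Jaccard index in base pairs (shared length over total covered length), and its mean within groups minus that between groups was tested over all 1260 partitions, one-sided. A promoter was called when a peak lay within 1 kb of an annotated transcription start site (TSS) of any transcript of the gene, in GENCODE release M21 (55450 genes and 141767 transcripts). Promoter calls of 17 fixed genes were compared by Fisher's exact test, two-sided, and the number of called promoters in 7 fixed gene lists by an exact two-sided permutation test. Consensus sequences were counted on both strands in the sequence of the regions, and hits per kb were ranked, one-sided, among the 84 choices. The 5 consensus sequences were CTTTGAWS for TCF/LEF, GGTCANNNTGACC with at most 1 mismatch among its 10 fixed bases for the oestrogen response element, GGAATGY for TEAD, TGASTCA for AP-1 and TCAYRTGA for MITF. The reversed, not complemented, form of each served as a control for base composition. P-values were adjusted by the Benjamini-Hochberg method over the 17 genes, the 7 lists or the 5 consensus sequences, in each case over the fixed list alone. The smallest share that 84 choices allow is 0.0119, so a single gene could not reach an adjusted p under 0.05 alone over 17 genes, and a single consensus could not go below 0.0595.

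The groups, the tests set out above, the fixed genes and all but 2 of the alternatives were chosen before the data were examined. Some tests of the closing sections were chosen later, as stated there. The fixed genes were Cdh1, Grpr, Esr1, the β-catenin targets Apcdd1, Axin2, Nkd1, Notum and Sp5, the receptors Esr2, Pgr and Gper1, and the YAP1 score genes Ccn1, Ccn2, Tead4, Lats2 and Crim1. The adjustment covered all 17 fixed genes, of which 1 is not reported here. The study described H3K27ac at Grpr, Esr1 and the β-catenin targets in these lines, so their promoter calls are not independent evidence. It also linked peaks particular to the female ΔEcad lines to LEF1, ESR1 and YAP1/TEAD. Counts of the TCF/LEF, oestrogen response element and TEAD sequences are therefore not independent of its result either. The fixed lists were the YAP1 score, an oestrogen-receptor activation score, the pigmented, starved-like, invasive and neural crest-like states and the β-catenin targets. Regions were named by a fixed rule, the 10 female ΔEcad-specific regions and the 5 regions particular to the female Ecad lists with the highest mean within-list percentile of the deposited −log10 q. Xist and the Y genes Kdm5d, Eif2s3y, Uty and Ddx3y were read as a check of the sex labels, and Actb, Gapdh, Sox10, Mitf, Dct and Tyr as controls.

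Computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and plots used matplotlib 3.10.9. All peaks lay inside the chromosome lengths of the reference, and positions are 1-based on GRCm38. The counting steps were tested on simulated data. With no group made different, 2 of 40 simulations of the female ΔEcad-specific count over 59668 regions gave a share of choices under 0.05, and 1 of 40 simulations of the similarity test gave a p under 0.05. All simulated lists had the same expected length, and that similarity test used the Jaccard index in merged regions. These runs therefore do not show the error rate for lists of unequal length or for the index in base pairs. With 200 regions planted in the 3 female ΔEcad lists, 200 were found and 1 of 84 choices had a count as large. The 15 promoter calls placed over the 17 genes were found, and 10 of 10 consensus counts equalled those of a separate text search.

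The alternatives were the stronger part of each list cut at the median of the deposited −log10 q, equally long lists of the 20741 strongest peaks, autosomes only, peaks of at least 500 bp, covered length in place of peak number, calls only where peaks covered at least as much of a region as they left uncovered, regions joined across gaps of 1000 bp, bins of 1 kb, the Jaccard index in merged regions, a TSS within 3 kb, a peak anywhere in the gene body, windows of 1 kb around the region midpoint, regions with no TSS within 1 kb, and each line left out in turn. The 2 alternatives chosen after seeing the data were choices with at least 50 regions and counts without chromosomes 1, 12 and 16. Levels of H3K27ac were not compared between lines, since the peak values belong to each list alone and no common scale is stated.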

Results

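H3K27ac ChIP-seq peak lists were analysed for 9 melanoma cell lines established from tumours of transgenic mice. The mice carried an oncogenic NRAS transgene and were heterozygous for Cdkn2a. In the ΔEcad lines the E-cadherin gene Cdh1 had been deleted in the melanocyte lineage, whereas the Ecad lines kept it. Of the Ecad lines, Ma_1007 and Ma_1181 were male and Ma_1014 and Ma_1039 were female. Of the ΔEcad lines, Ma_1062 and Ma_1456 were male and Ma_1057, Ma_1064 and Ma_1069 were female. These lists bear on the question of whether loss of E-cadherin changes active chromatin differently in females and males. The plots give a line by the digits of its name. Each line had 1 list, and the depth behind the lists is unknown.

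The lists held from 20741 peaks in line Ma_1069 to 41663 peaks in line Ma_1007. The mean peak number was 33710 ± 11247 (SD, n = 2) in male Ecad, 28949 ± 328 (SD, n = 2) in female Ecad, 27625 ± 3840 (SD, n = 2) in male ΔEcad and 25210.7 ± 4276 (SD, n = 3) in female ΔEcad lines. The female ΔEcad mean differed from that of the other 6 lines, 30094.7 ± 6038 (SD), by −4884 peaks, which was within the spread between lines (exact permutation test, two-sided, p = 0.333). Of the alternatives, peaks of at least 500 bp gave −5377 peaks (exact p = 0.131). Without line Ma_1007 the difference was −2570 (exact p = 0.286) and without line Ma_1069 it was −2649 (exact p = 0.607). ΔEcad lines differed from Ecad lines by −5153 peaks (exact p = 0.230) and female from male lines by −3961.5 peaks (exact p = 0.381). Without line Ma_1007 these differences were −1709 (exact p = 0.589) and −296 peaks (exact p = 0.875). Without line Ma_1069 the difference between female and male lines was −2470 peaks (exact p = 0.686).

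Female ΔEcad lists covered 34.4 ± 5.03 Mb (SD, n = 3) and the other lists 47.5 ± 10.5 Mb (SD, n = 6), with an exact two-sided p of 0.0714. The difference by genotype was −12.1 Mb (exact p = 0.0714) and that by sex −9.37 Mb (exact p = 0.214). Peaks were narrower in the female ΔEcad lists, with a mean of the median widths of 992 ± 42.5 bp (SD, n = 3) against 1145.5 ± 53.7 bp (SD, n = 6). That difference of −153.5 bp exceeded the spread between lines (exact p = 0.0119, two-sided), and 0.0119 is the smallest share that 84 splits allow. ΔEcad and Ecad lines differed in median width by −108.75 bp (exact p = 0.0794), and female and male lines by −95.25 bp (exact p = 0.119). These 9 tests of list properties were not adjusted for each other.

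**Figure D1:**
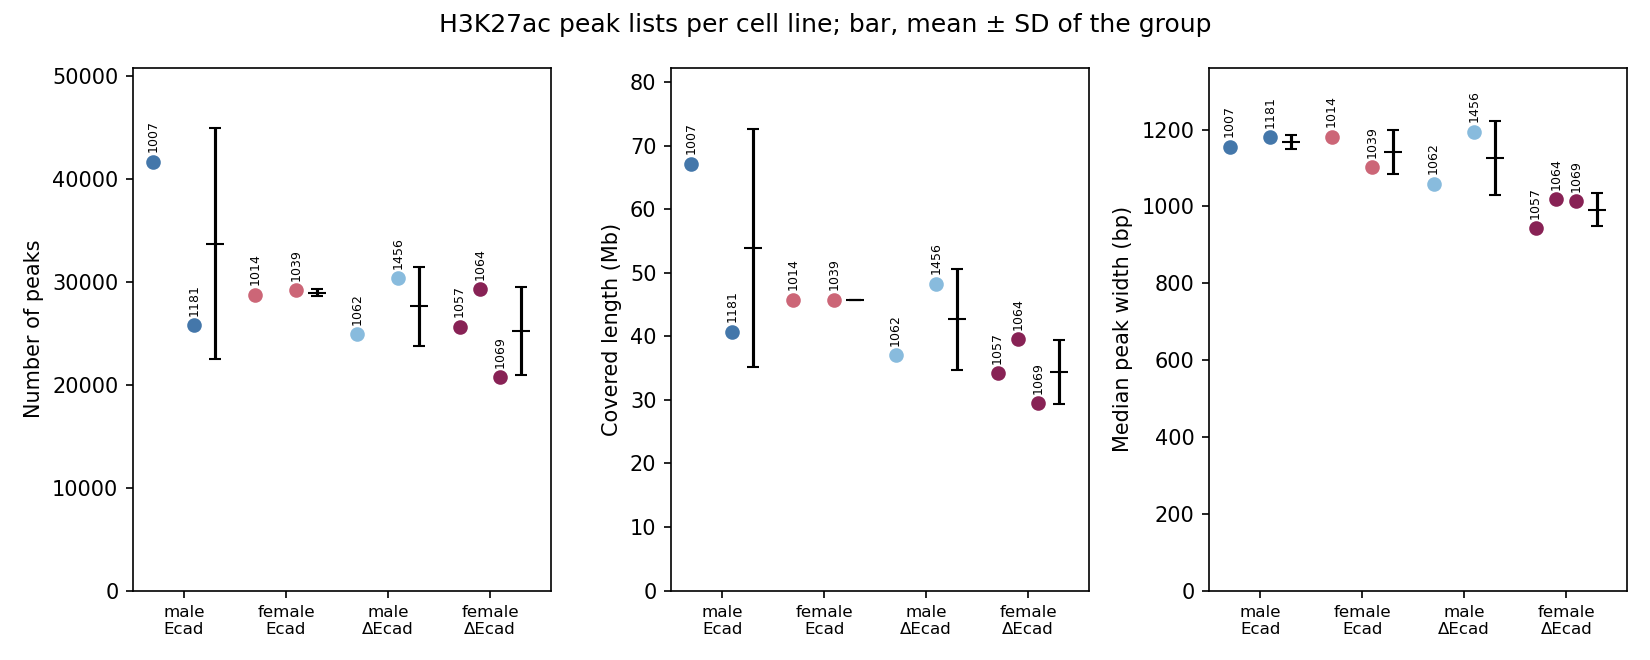
Number of peaks, covered length in Mb and median peak width in bp of each H3K27ac list (points, labelled by line), with the mean ± SD of each group (bars, n = 2 or 3 lines). Line Ma_1007 has the most peaks, 41663, and the 3 female ΔEcad lines have the lowest median widths, from 943 to 1019 bp.

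The labels were checked first. The Cdh1 promoter (gene at chromosome 8, 106603351 to 106670246) had a peak in 0 of the 9 lists, in Ecad and ΔEcad lines alike, while the gene body held peaks in all 9, so promoter calls do not separate the genotypes. Peaks over Cdh1 covered between 4.45 and 8.79 kb in the Ecad and male ΔEcad lines and 1.66, 2.48 and 3.16 kb in the female ΔEcad lines Ma_1057, Ma_1064 and Ma_1069. The Xist promoter was called in all 5 female lists and in 0 of the 4 male lists. The promoters of Kdm5d, Eif2s3y, Uty and Ddx3y on Y were called in 4 of 4 male and 0 of 5 female lists. The controls Actb, Gapdh, Sox10, Mitf, Dct and Tyr had a called promoter in all 9 lists.

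The peaks merged into 59668 regions with a median width of 1292 bp. Of these, 8187 (13.7%) were called in all 9 lists and 20272 (34.0%) in 1 list. Line Ma_1007 alone accounted for 7237 of the regions found in a single list.

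To ask whether female ΔEcad lines carry a set of regions of their own, regions called in all 3 of their lists and in none of the other 6 were counted. There were 259 such regions, with a median width of 1730 bp, and 173 of them (66.8%) overlapped a gene. Of the 84 choices of 3 lists, 5 gave as many (a share of 0.0595), with a median of 23.5 and a range from 1 to 496. The largest count belonged to lines Ma_1007, Ma_1014 and Ma_1039 together, and the second largest, 481, to lines Ma_1007, Ma_1456 and Ma_1064. In lists cut to equal length the female ΔEcad count was 401, and 1 of 84 choices gave as many (0.0119). Without line Ma_1007 it was 668 and 2 of 56 choices gave as many (0.0357). Without line Ma_1064 it was 870 (4 of 28 choices) and without line Ma_1069 it was 616 (5 of 28 choices). The count for female ΔEcad lines was therefore not past a share of 0.05 in the full lists, and was past it in lists of equal length and without line Ma_1007. In every other setting the share stayed above 0.05. It was highest without line Ma_1057, with 316 regions and 10 of 28 choices (0.357). With all lines kept it was highest where peaks covered at least as much of a region as they left uncovered (237 regions, 10 of 84 choices, 0.119).

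**Figure D2:**
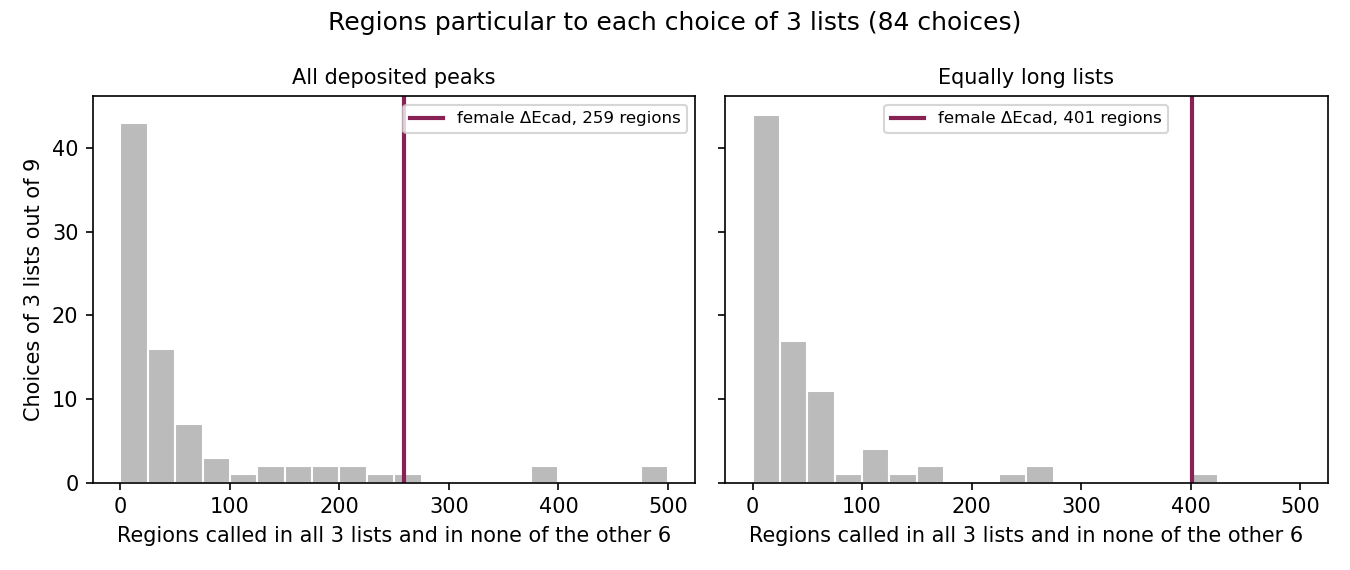
Number of regions called in all 3 lists of a choice and in none of the other 6 (x axis), over the 84 choices of 3 lists out of 9 (y axis, number of choices), in all deposited peaks (left) and in equally long lists (right). The vertical line marks the female ΔEcad lists, at 259 regions (5 choices as large) and 401 regions (1 choice as large).

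The effect of E-cadherin loss over both sexes was read from regions called in all 5 ΔEcad lists and in no Ecad list. There were 2, and 82 of 100 splits of 5 against 4 lists gave as many (median 7). Leaving out 1 line raised this count, to at most 53 without line Ma_1062, except that it was again 2 without line Ma_1057. The reverse set, called in all 4 Ecad lists and in no ΔEcad list, held 329 regions, and 2 of 100 splits gave as many (median 10.5). That call was lost without line Ma_1007, with 472 regions and 5 of 56 splits (0.0893), and without line Ma_1014, with 448 regions and 3 of 56 splits (0.0536). It held with 835 regions without line Ma_1181, 499 without line Ma_1039, 734 without line Ma_1062 and 591 without line Ma_1456.

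Within females, 1401 regions were called in the 3 ΔEcad lists and in neither Ecad list, and 2 of 10 splits gave as many. The reverse set held 4978 regions, and 1 of 10 splits gave as many. Without line Ma_1069 the gained set held 3233 regions and without line Ma_1064 it held 2559, and without line Ma_1039 the lost set held 8404. A design with 10 splits cannot give a share under 0.1. Within males, 538 regions were gained (4 of 6 splits) and 2675 were lost (2 of 6 splits), where the smallest possible share is 0.167. Both male counts rose by more than 1.5 times when any 1 of the 4 male lines was left out. They were 2540 and 5510 regions without line Ma_1007 and 884 and 14620 without line Ma_1181. They were 6368 and 5121 without line Ma_1062 and 1939 and 4462 without line Ma_1456. Leaving out a line drops a condition that a region had to meet, so such rises, here and elsewhere, are largely built in.

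Whether the same regions were gained in both sexes was asked among the regions that neither male Ecad list called. Of 323 female-gained regions of this kind, 2 were also gained in males, a share of 0.619% (Wilson 95% interval 0.170 to 2.23%, counting error only). The share over all 16761 regions open to gain in males was 3.21%, from 538 regions. The difference was −2.59 percentage points, and 2 of the 10 splits of the female lists gave a value as low, with the other splits between −3.21 and 26.98 points. Regions are not replicates, so no test across regions was made. Without line Ma_1069 the difference changed sign, to 1.07 points, and it was −4.76 without line Ma_1007, −10.7 without line Ma_1456 and −23.2 without line Ma_1062. Without Ma_1007, Ma_1456 or Ma_1062 the share itself rose, to 3.85, 4.01 and 16.4%. The share over all open regions rose further, to 8.60, 14.7 and 39.6%. These larger negative differences therefore do not show that fewer gained regions were shared.

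Overlap between lists was compared to ask whether sex and genotype order the lines. Over the 36 pairs the Jaccard index ran from 0.265 to 0.675. It averaged 0.494 within and 0.403 between the 4 groups, a difference of 0.0914 that 10 of 1260 partitions reached (exact permutation test, one-sided, p = 0.00794). Among the alternatives that kept all lines, the index in merged regions moved it most, to 0.0766 (exact p = 0.0143). With 1 line left out it ran from 0.0567 without line Ma_1014 to 0.121 without line Ma_1062. By genotype alone the difference was 0.0389 (exact p = 0.0635), and without line Ma_1062 it was 0.0747 (exact p = 0.0286). By sex alone it was 0.0194 (exact p = 0.159). With 1 line left out the difference by sex ran from 0.00351 without line Ma_1057 to 0.0300 without line Ma_1039, with no exact p under 0.05. The highest index, 0.675, was that of the female Ecad lines Ma_1014 and Ma_1039. Both lists covered 45.7647 Mb, but they held different numbers of peaks, 28717 and 29181, and shared 1 peak with identical ends, so they were kept as separate replicates. Within female ΔEcad the index was 0.550 for lines Ma_1057 and Ma_1064, 0.530 for lines Ma_1057 and Ma_1069 and 0.376 for lines Ma_1064 and Ma_1069, the last below the mean between groups.

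**Figure D3:**
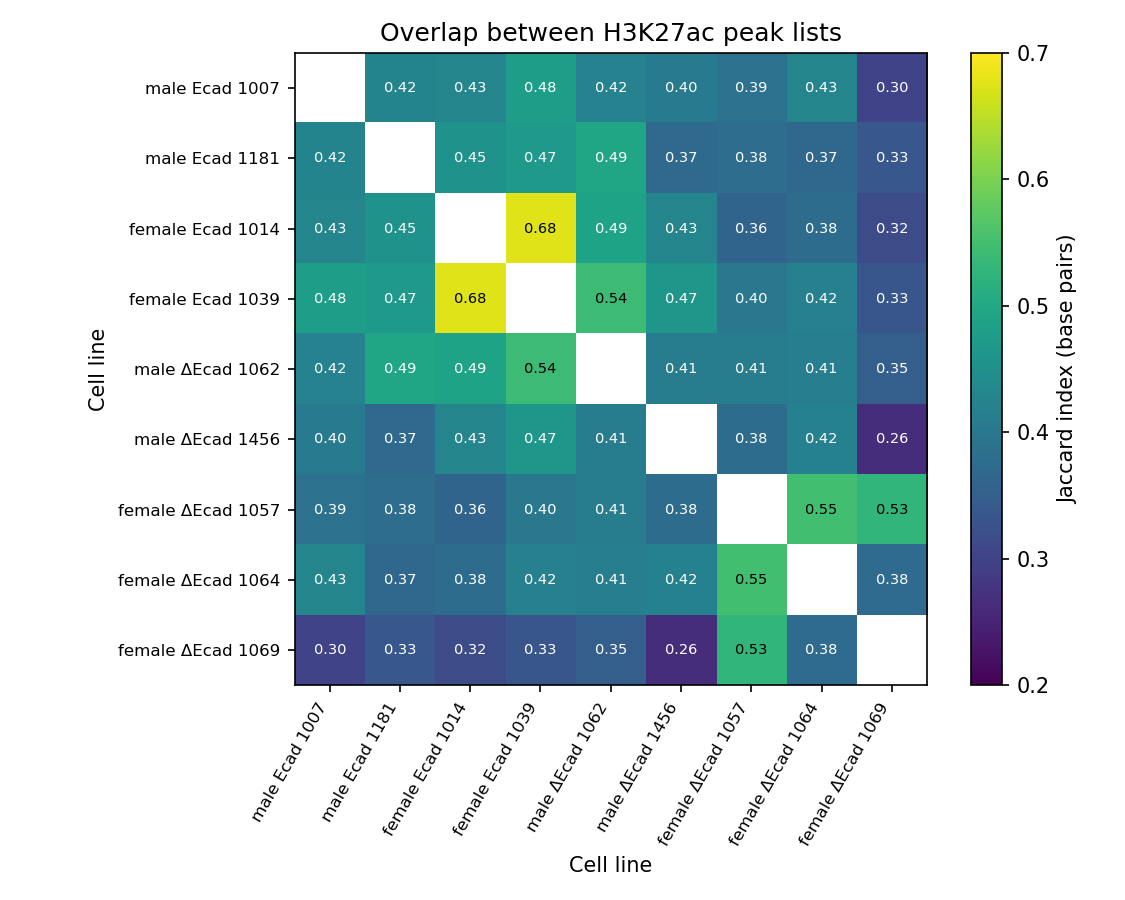
Jaccard index in base pairs (colour and number) for each pair of the 9 peak lists, with lines ordered by group on both axes. The 6 pairs within a group lie between 0.376 and 0.675, and the 30 pairs between groups lie between 0.265 and 0.542.

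Among the 17 fixed genes, Grpr separated the groups without exception. Its promoter (gene on the minus strand of chromosome X, 163513904 to 163549677) had a peak in 3 of 3 female ΔEcad lists and in 0 of 6 others (Fisher's exact test, two-sided, p = 0.0119, adjusted 0.202 over the list alone). The peak over the Grpr start was 7486 bp wide in line Ma_1057 (163542997 to 163550482), 15982 bp in line Ma_1064 (163534805 to 163550786) and 19910 bp in line Ma_1069 (163531056 to 163550965). The Grpr call was the same under each of the 4 alternatives and with any 1 line left out. The Esr1 promoter (chromosome 10, 4611593 to 5005614) was called in 3 of 3 female ΔEcad lists and in 1 of 6 others, line Ma_1007 (Fisher's exact p = 0.0476, adjusted 0.270). In the stronger part of each list the Esr1 difference was 16.7 percentage points (Fisher's exact p = 1), and with gene bodies counted it was 66.7 points (Fisher's exact p = 0.167). The Ccn2 promoter (chromosome 10, 24595442 to 24598683) went the other way, with 0 of 3 female ΔEcad lists and 5 of 6 others (Fisher's exact p = 0.0476, adjusted 0.270), and its difference was −33.3 points in the stronger part of each list (Fisher's exact p = 0.5) and −50 points in equally long lists (Fisher's exact p = 0.464). The unadjusted calls of Esr1 and of Ccn2 were each lost in 8 of the 9 sets that left out 1 line. In those sets the difference was 80 or 83.3 points for Esr1 and −80 or −83.3 points for Ccn2. With fewer lines and the 1 exception still in, Fisher's exact p could not fall under 0.05, so these losses do not show a weaker difference. The Esr1 call held without line Ma_1007 and the Ccn2 call without line Ma_1456 (Fisher's exact p = 0.0179 each). Adjusted over the list alone, 0 of the 17 genes passed 0.05, and 3 did unadjusted.

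Of the β-catenin targets, Axin2 was called in all 9 lists and Notum in 0. Apcdd1 was called in 2 of 3 female ΔEcad lists and 0 of 6 others (Fisher's exact p = 0.0833), and without line Ma_1064 it was called in every remaining female ΔEcad list (Fisher's exact p = 0.0357). In the stronger part of each list the Apcdd1 difference was 0 points (Fisher's exact p = 1), and with gene bodies counted it was 50 points (Fisher's exact p = 0.226). Sp5 was called in 3 of 3 and 2 of 6 lists (Fisher's exact p = 0.167), the latter Ma_1007 and Ma_1181, and reached p = 0.0476 by Fisher's exact test in the stronger part of each list and in equally long lists. Nkd1 was called in 2 of 3 and 2 of 6 lists. Gper1 was called in 1 list, line Ma_1456, and Esr2 and Pgr in 0. Tead4 was called in 2 of 3 female ΔEcad and 6 of 6 other lists, Crim1 in 0 of 3 and 4 of 6, Ccn1 in 0 of 3 and 2 of 6, and Lats2 in all 9.

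**Figure D4:**
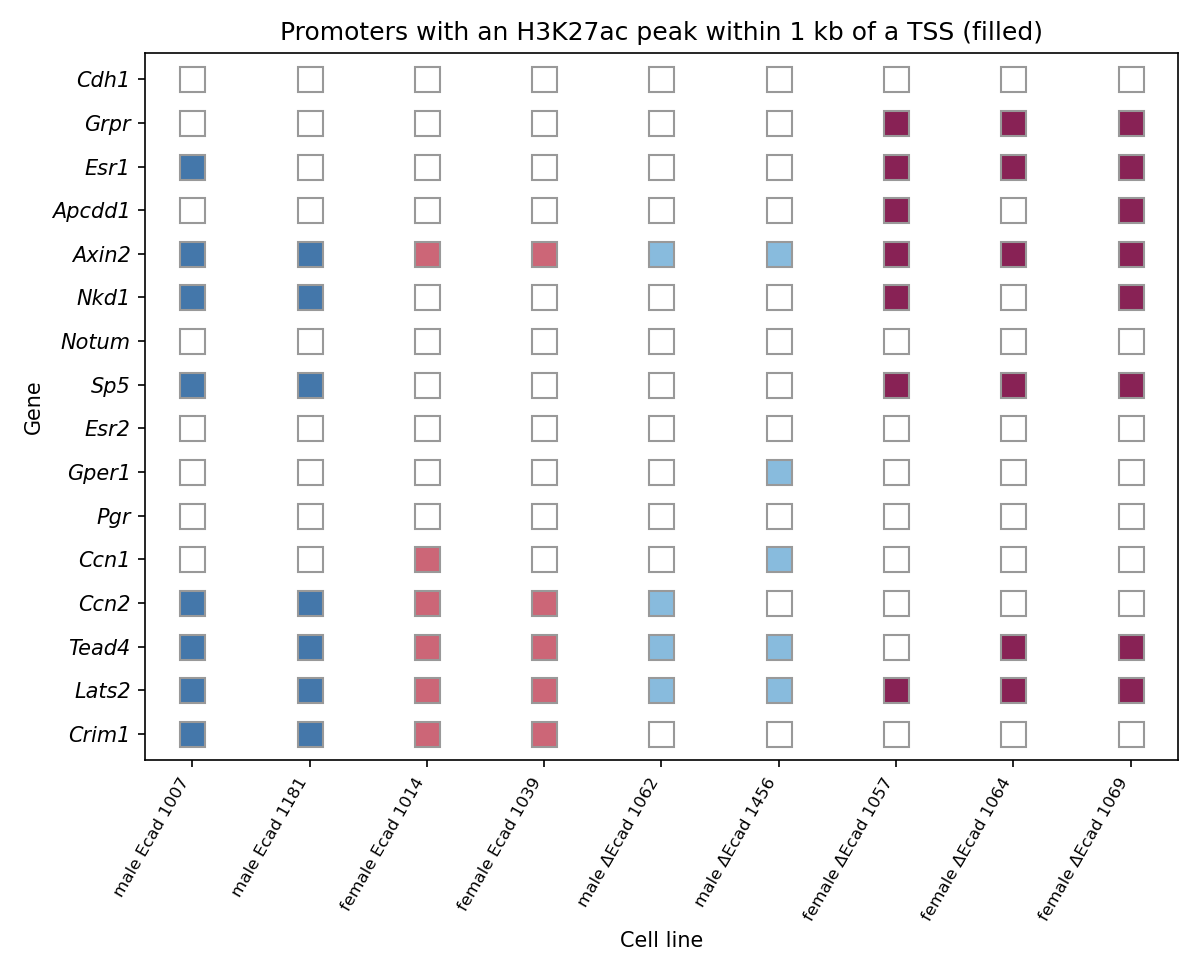
Promoter calls of the fixed genes reported here (rows) in the 9 lists (columns); a filled square marks a peak within 1 kb of a TSS. Grpr is filled in the 3 female ΔEcad lists alone, and Ccn2 in 5 lists, none of them female ΔEcad.

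**Figure D5:**
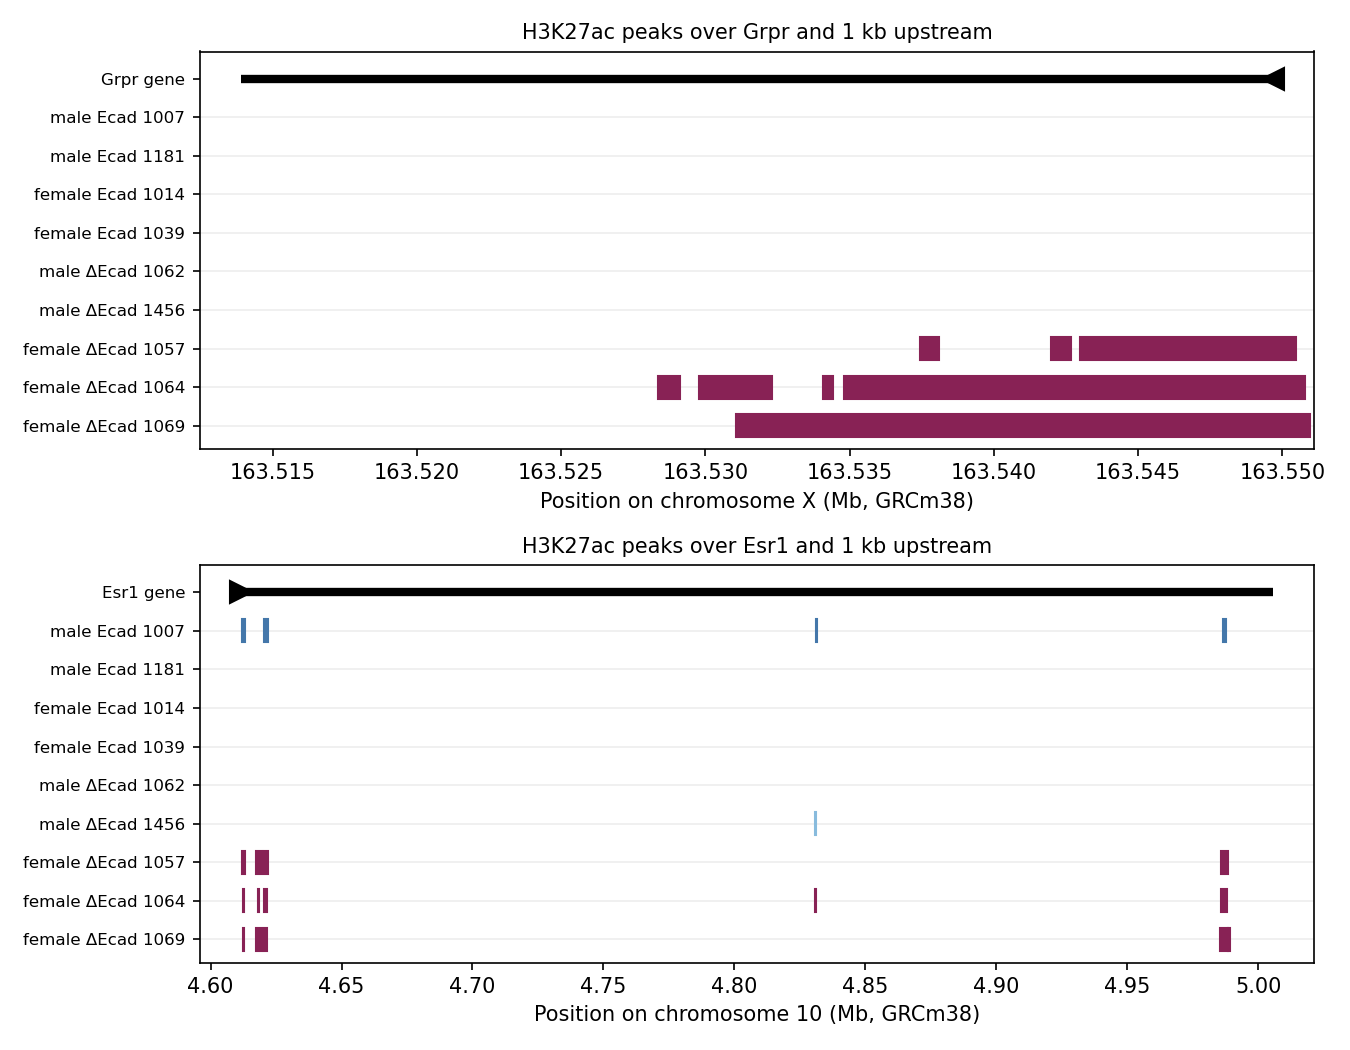
H3K27ac peaks (boxes) of each line over Grpr on chromosome X and Esr1 on chromosome 10 with 1 kb upstream, against position in Mb on GRCm38; the arrow marks the direction of transcription. Grpr holds peaks in the 3 female ΔEcad lines only, while Esr1 also holds peaks in lines Ma_1007 and Ma_1456.

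Promoter calls were then summed over the fixed gene lists. Of the 5 genes of the YAP1 score, female ΔEcad lines had 1.67 ± 0.577 called (SD, n = 3) and the others 3.83 ± 0.753 (SD, n = 6), a difference of −2.17 (exact permutation test, two-sided, p = 0.0119, adjusted 0.0833). All 3 female ΔEcad lines were below all 6 others. Their lists also had the lowest median −log10 q, so promoters without a call may lie below the threshold for want of signal. The difference was −1.67 in equally long lists (exact p = 0.107, adjusted 0.375) and −1.5 in the stronger part of each list (exact p = 0.155, adjusted 0.542), so the unadjusted call was lost in both. The β-catenin targets had 3.33 ± 1.15 (SD, n = 3) against 1.67 ± 1.03 (SD, n = 6) promoters called (exact p = 0.107, adjusted 0.375). Unadjusted, this difference passed 0.05 in equally long lists, at 1.83 genes, and without line Ma_1007 (1.93), Ma_1181 (1.93) or Ma_1064 (2.33), with an exact p of 0.0357 each, and it did not pass after adjustment in any setting. The oestrogen-receptor activation score (9 genes) gave 0.333 against 0.5 (exact p = 1), the starved-like state 1.33 against 2 (exact p = 0.417), the invasive state 1 against 1.67 (exact p = 0.167) and the neural crest-like state 1 against 1.5 (exact p = 0.464). All 5 pigmented state genes were called in every list. Adjusted over the list alone, 0 of the 7 lists passed 0.05, and 1 did unadjusted. A single list at the smallest p of 0.0119 could not go below an adjusted 0.0833, so it could not have passed alone. With peaks anywhere in the gene body 2 lists passed, the YAP1 score at −1.17 and the invasive state at −2.67 genes (exact test, adjusted p = 0.0417 each).

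The female ΔEcad-specific regions were searched for 5 consensus sequences. TCF/LEF occurred 263 times in 504 kb, or 0.522 per kb, against a median of 0.234 over the 84 choices, and 6 of 84 choices reached that density (0.0714, adjusted 0.357). Windows of 1 kb around the region midpoints gave 0.838 per kb (2 of 84, 0.0238, adjusted 0.119). Without line Ma_1039 the density was 0.520 per kb and its rank was 2 of 56 (0.0357), and without line Ma_1057 (0.529) or line Ma_1064 (0.559) it ranked 1 of 28 (0.0357). Without any of the other 6 lines the share stayed above 0.05, between 0.0536 without line Ma_1062 and 0.107 without line Ma_1014 or Ma_1069, and the density was lowest, 0.443 per kb, without line Ma_1007 (0.0893). The reversed TCF/LEF sequence gave 0.157 per kb. The oestrogen response element gave 0.0417 per kb (24 of 84), TEAD 0.288 (24 of 84), AP-1 0.226 (41 of 84) and MITF 0.0893 (49 of 84). Adjusted over the list alone, 0 of the 5 consensus sequences passed 0.05, and 0 did unadjusted. Regions with a TSS within 1 kb made up 31 of 259, or 11.97%, against a median of 16.7% over the choices (two-sided rank, exact p = 0.595) and 27.4% of all regions.

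The female ΔEcad-specific region with the highest mean within-list percentile, 94.9, lay at chromosome X, 163529785 to 163550965, over exons of Grpr. The next overlapped an exon of Optn at chromosome 2, 5041819 to 5047151 (percentile 91.5), and the third an intron of Wwc1 at chromosome 11, 35937786 to 35942923 (percentile 87.0). The remaining regions of the 10 had percentiles from 79.5 to 83.3. They lay in an exon of Fam228b (chromosome 12, 4739654 to 4742526), in introns of Slc22a23 (chromosome 13, 34286658 to 34288884), Gm20465 (chromosome 5, 33302668 to 33305446) and Ttll5 (chromosome 12, 85968664 to 85970847), and between genes nearest to the TSS of Olfr875 (chromosome 9, 37786298 to 37787870), Fcrl6 (chromosome 1, 172608654 to 172610811) and Camsap2 (chromosome 1, 136353013 to 136355808). Of these 10, only the Grpr region had a TSS within 1 kb. Of the regions particular to the female Ecad lists, the first 5 had percentiles from 79.4 to 86.3. They lay in introns of Pcolce2 (chromosome 9, 95644022 to 95647833) and Gm44196 (chromosome 6, 98597899 to 98599533), over exons of Gpx7 (chromosome 4, 108404478 to 108407363) and Il1f9 (chromosome 2, 24185538 to 24188253), and in a stretch without genes (chromosome 5, 39128814 to 39131560).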

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

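The tests of counting noise and of copy number were chosen after the uneven chromosome shares had been seen. In 40 sets of lists (8 measures over all lists, Ecad, ΔEcad, female and male lists), a value was marked when the gap between the most extreme line and its neighbour was a large part of the whole range. Chance marks about 1 in 20 such sets, and 5 were found, in 2 lines. The difference between the female and the male effect of E-cadherin loss was tested for the 8 measures by regrouping the lines within each genotype, and 0 had p under 0.05, with or without adjustment.

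Line Ma_1007, a male Ecad line, stood apart from all other lists in peak number, 41663, and in covered length, 67.2 Mb. The counts of regions follow list length. Over the 84 choices of 3 lists, the Spearman correlation between summed length and the count of regions particular to the choice was 0.651, above the range of −0.576 to 0.631 that 1000 shuffles of the lengths gave (permutation p = 0.001, the smallest they can give). List length therefore has what it needs to shape these counts. Without line Ma_1007, 668 female ΔEcad-specific regions were found against 259 with it, but leaving out any line drops a condition and can raise this count. A deeper library or a stronger precipitation may lie behind the long list, and neither can be read from a peak list. Its median fold of 6.90 was the lowest of the 9 lists. A biological difference of this line was not tested.

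Line Ma_1064, a female ΔEcad line, had a spread of 0.262 in the log2 shares of peaks per autosome, apart from the other lines among all lists, among the ΔEcad lists and among the female lists. Its shares were highest on chromosomes 12 (0.48 above the median list, log2), 1 (0.42) and 16 (0.36) and lowest on chromosome 8 (−0.48). Counting noise was argued against, since 1000 random draws of as many peaks gave a spread of at most 0.0906. That bound does not single out this line, since 6 of the other 8 lines also lay above it, with spreads from 0.0944 to 0.160. Copy number that the control did not remove has the value it needs. Over the 19 autosomes the share and the median fold of the peaks, each relative to the other lists, had a Pearson correlation of 0.905. The Spearman correlation was 0.888 (permutation p = 1e-05 for each, the smallest they can give). Adjusted over the 9 lines, the permutation p of the Pearson correlation was 9e-05. The Pearson correlation was 0.844 without the 2 farthest autosomes. In the other lines the Pearson correlation ran from −0.136 to 0.707, and it passed 0.05 after adjustment in 3 of them, Ma_1039 (0.707, permutation test, adjusted p = 0.00414), Ma_1057 (0.590, adjusted p = 0.0275) and Ma_1456 (0.560, adjusted p = 0.0308). Without the 2 farthest autosomes the Pearson correlation was 0.326 in Ma_1039, 0.555 in Ma_1057 and 0.434 in Ma_1456. In Ma_1039 the Pearson correlation thus rested largely on those autosomes. Over all 19 autosomes the Spearman correlations were 0.402 (permutation p = 0.0890) in Ma_1039, 0.569 (permutation p = 0.0122) in Ma_1057 and 0.765 (permutation p = 0.00027) in Ma_1456. Autosomes of 1 line are not independent replicates. The 4 inputs came from lines Ma_1181, Ma_1014, Ma_1062 and Ma_1069. In these lines the Pearson correlation was −0.136, 0.4997, 0.314 and 0.212, and none passed 0.05 after adjustment. The lines that passed, Ma_1064 among them, had no input of their own. Nor had Ma_1007, which did not pass (−0.0190). Which input served which list is not stated, so the correlation cannot be tied to a missing input. A candidate explanation is a gain or loss of whole chromosomes in line Ma_1064, which is a hypothesis found and tested on the same lists. Without chromosomes 1, 12 and 16 there were 193 female ΔEcad-specific regions and 6 of 84 choices gave as many.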

How the results depend on the processing

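The settings with at least 50 regions per choice and without chromosomes 1, 12 and 16 were chosen after seeing the data, and rank 1 under the former had been seen before it was added. A consensus is compared here by its unadjusted share of choices, a gene list by its adjusted p. Except where a reason is given, the cause was not tested.

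The difference in overlap within and between the 4 groups kept its direction and its side of 0.05 in the 4 alternatives, from 0.0766 to 0.0950 (exact p from 0.00635 to 0.0143), and ran from 0.0567 to 0.121 across the 9 sets that each left out 1 line. Where that left a group with 1 line no p was computed. The peak number differences kept their sign in every alternative tried, and no p was under 0.05. The promoter share ran from 10.7 to 19.3% in the alternatives that kept all lines and from 9.58 to 12.9% with 1 line left out, with no p under 0.05. The Grpr promoter difference was 100 points in each setting.

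The count of female ΔEcad-specific regions ran from 186 to 476, and equally long lists, with 401, were the only alternative, apart from leaving out line Ma_1007, that brought its share of choices under 0.05. Under the stronger part of each list there were 183 Ecad-only regions, 851 gained and 2588 lost in females, and 354 gained and 1658 lost in males. Equally long lists gave 14 ΔEcad-only and 117 Ecad-only regions, 3126 lost in females and 1359 lost in males. Calls only where peaks covered at least as much of a region as they left uncovered gave 6 ΔEcad-only regions and a shared gain of −0.740 points. Bins of 1 kb, which split wide regions, gave 476 female ΔEcad-specific, 13 ΔEcad-only and 662 Ecad-only bins, 2513 gained and 11211 lost in females, 1263 gained and 5018 lost in males, and a shared gain of 0.797 points, reversed from −2.59. The Ecad-only share of splits stayed under 0.05 in the 6 alternatives other than leaving out a line.

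With gene bodies counted, 2 gene lists passed the adjusted threshold, and the oestrogen-receptor activation score changed sign to 0.333. TCF/LEF gave 0.838 hits per kb in windows of 1 kb around the midpoint (share 0.0238), and 0.522 ranked 1 of 25 among choices with at least 50 regions (share 0.04). TCF/LEF had adjusted p-values from 0.119 to 0.476 over these alternatives. The consensus sequences near their median changed sides. AP-1 did so at 0.211 in the stronger part of each list, 0.198 where peaks covered more, 0.220 with gaps of 1000 bp, 0.220 around the midpoint, 0.219 with no TSS within 1 kb and 0.226 with at least 50 regions. TEAD did so at 0.251 in equally long lists and 0.251 where peaks covered more, and MITF at 0.0871 in the stronger part of each list and 0.1001 with gaps of 1000 bp. With empty choices left out, 82 choices remained in the stronger part of each list and 83 where peaks covered more.

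Sets that each left out 1 line test fewer lines and drop a condition, so a larger count there does not by itself show dependence on a line. Across these sets the female ΔEcad-specific count ran from 263 to 870, ΔEcad-only from 2 to 53 and Ecad-only from 346 to 835. Gained and lost regions ran from 1583 to 3233 and from 5483 to 8404 in females, and from 884 to 6368 and from 4462 to 14620 in males. The shared gain, as a difference from the share over all open regions, ran from −23.2 to 1.07 points, and the sign changed without line Ma_1069. At −23.2 points, without line Ma_1062, the share was 16.4% against 39.6%, so both had risen. The number of named genes with an unadjusted p under 0.05 ran from 1 to 2, against 3, and without line Ma_1181, Ma_1014, Ma_1039, Ma_1062, Ma_1057 or Ma_1069 it was 1, Grpr. Overlap by genotype ran from 0.0185 to 0.0747. TCF/LEF ran from 0.443 to 0.559, AP-1 from 0.212 to 0.241, the oestrogen response element from 0.0326 to 0.0424, MITF from 0.0829 to 0.116 and TEAD from 0.236 to 0.289 hits per kb. Of 376 values of single genes, gene lists and the 4 consensus sequences other than TCF/LEF over all settings, 333 stayed on their side of the threshold without reversing, 20 were weaker, 5 were stronger and 18 reversed. Staying on the same side says nothing of size, since Apcdd1 went from 66.7 to 0 points and Lats2 from 0 to −50 points in the stronger part of each list, and genes without a call in any setting could not change. The unknown depth of the libraries limits every count of regions, since a region can be missing from a list for want of reads.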

Other observations

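The tests of consensus density over whole lists and in regions of 1 list and of the Cdkn2a locus were chosen after the result was seen. The counts over splits of the lists and the Y gene promoter calls are the planned ones of the report, given again, and the latter were set against a mislabelled sample only after they had been seen.

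The count of Ecad-only regions was reached by 2 of 100 splits of the lists, so other splits seldom gave as many, although the call rested on lines Ma_1007 and Ma_1014 (472 regions at a share of 0.0893 and 448 at 0.0536 without them). The count of ΔEcad-only regions was reached by 82 of 100 splits, and that of female ΔEcad-specific regions by 5 of 84 choices.

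TCF/LEF density was looked at again over whole lists, after its rank in the specific regions had been 6 of 84. Over whole lists it was 0.246, 0.224 and 0.286 hits per kb in the female ΔEcad lines Ma_1057, Ma_1064 and Ma_1069, and from 0.183 to 0.1996 in the other 6. The means were 0.252 ± 0.0315 (SD, n = 3) and 0.190 ± 0.00562 (SD, n = 6), a difference of 0.0616 (exact permutation test, two-sided, p = 0.0119, the smallest that 84 splits allow, adjusted 0.0595 over the 5 consensus sequences). The oestrogen response element had an exact p of 0.0476 (adjusted 0.119), and the other consensus sequences adjusted p-values from 0.734 to 0.786. The reversed TCF/LEF sequence differed by 0.00575 (exact p = 0.0238). Of the other reversed sequences, that of TEAD also placed the 3 female ΔEcad lists above the other 6, by 0.00431 (exact p = 0.0119), so the smallest possible p was reached by a control sequence too, with a smaller difference. Several technical explanations were argued against, since in each test the 3 lists still lay above the other 6 (exact p = 0.0119 each). The difference was 0.0558 after subtracting the reversed sequence, which bears on base composition, 0.0828 in windows of 1 kb around the summits, which bears on peak width, 0.0687 over peaks with no TSS within 1 kb, which bears on promoter share, and 0.0631 over equally long lists, which bears on list length. It was 0.0463 without the regions that only female ΔEcad lists called, so those regions were not the whole of it. Regions called in 1 list alone pointed the same way, with 0.368, 0.257 and 0.550 hits per kb in the 3 female ΔEcad lists and 0.171 to 0.215 in the others. The effect of E-cadherin loss was 0.0645 in females and −0.00851 in males, a difference of 0.0730 (exact p = 0.05 over 60 regroupings, adjusted 0.4 over 8 measures), so a difference between the sexes was not shown. A candidate explanation is that TCF/LEF sites are more often acetylated in female ΔEcad lines. It is a hypothesis, from several looks at the same 9 lists. The study had already linked female ΔEcad-specific peaks of these lines to LEF1, so the result is not independent of it. Differences between lines other than sex and genotype stay open.

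Female lists held from 3 to 14 peaks on Y. Their 14 regions lay between 90721655 and 90844603, and 65.3% of their 31-base words also occur on X, against 17.1% for the 31 Y regions that only male lists called. Sequence shared with X has the values it needs. A mislabelled or mixed sample was argued against, with 0 calls of the 4 Y gene promoters in the female lists. No biological explanation was tested.

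Some lists missed long runs of neighbouring regions that at least 6 of the other lists called. Line Ma_1069 missed 33.6% of 16890 such regions and had 39 runs of at least 6, against 0 to 8 runs in the other lines. Its longest run spanned 17 regions and 1.34 Mb on chromosome 2 (3165240 to 4502663), followed by runs of 10 on chromosome 2 (26091339 to 26405775) and 9 on chromosome 3 (117868569 to 119736430). Independent loss of weak regions was argued against for the longest run, since 1000 shuffles of the missing regions among 20 classes of like strength gave runs of at most 13 (median 7). The missing regions of line Ma_1069 were weak on the whole, since it missed 72.9% of the weakest of the 20 classes and 0.237% of the strongest. Whether weakness accounts for the runs in all lines cannot be told apart, since the value fell between the outcomes. In the lists that called them, regions missing in runs had a median percentile 8.31 points above that of regions missing singly (55.6 over 393 regions and 47.3 over 11453), but below that of all common regions (64.8). These medians pool lines that missed from 2.21% (Ma_1007) to 33.6% (Ma_1069) of such regions, and most runs came from Ma_1069. The contrast therefore mixes line with run, and no value was computed for each line. A deletion, a silenced stretch or a regional loss of signal may each leave such a run, and the lists hold no reads to tell which.

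A run of 7 regions missing from line Ma_1007 covered Cdkn2a and Cdkn2b (chromosome 4, 89292164 to 89488798), which led to a count of peaks over these genes. Over Cdkn2a (89274471 to 89294653) and Cdkn2b (89306299 to 89311039) there were 0 peaks in lines Ma_1007, Ma_1062 and Ma_1069, while each of the other 6 lists had at least 2 over Cdkn2a and 1 over Cdkn2b. The lines came from mice heterozygous for Cdkn2a. Those 3 lines belong to different groups, and no explanation was tested.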
